A study of Homo sapiens with 18 samples. Its data were reported in "A kidney-protective mechanism via cellular oxidative stress reduction induced by CD5L protein" (2026).

How the data were processed

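Bulk RNA sequencing was performed on HK-2 cells, an established human proximal tubular epithelial line, in 18 libraries that fall into 6 groups of 3: untreated control, recombinant CD5L protein (rCD5L, 50 µg/mL), the mutant protein 2CS in which a solitary cysteine was exchanged for serine (50 µg/mL), H2O2 (50 µM), H2O2 with rCD5L, and H2O2 with 2CS. Groups, doses and replicate numbers were taken from the sample labels. CD5L is a secreted scavenger protein that enters cells.

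The authors trimmed paired-end reads with Trimmomatic, aligned them to the human genome build GRCh38 with HISAT2 and counted reads per gene with featureCounts. The deposited table holds whole-number counts per gene, which were not normalised, and replicates were not pooled. A companion table deposited by the authors holds FPKM values (fragments per kilobase of gene length, scaled to library size) computed from those counts. The library constant in the FPKM values was 0.982 to 1.05 times the library total and was proportional to DESeq2's size factors in all 18 libraries. Versions of the aligner and counter, strand handling and treatment of reads that map to several places were not stated. Therefore counts of genes with near-identical copies, such as the mitochondrial genes and their nuclear copies, HSPA6, NUTM2D, ANKRD18A and the metallothioneins, and of genes that overlap or lie antisense to another gene, such as MT-ND6, are uncertain. Gene symbols, identifiers, lengths and coordinates (GRCh38) are those of the deposited table.

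Library totals ranged from 22872402 to 34272543 counts. A level of 0 counts allows up to 3 counts, which is 0.0875 to 0.131 CPM (the standard unit of counts scaled to library size) depending on the library. This floor, like the 95% Wilson intervals given for shares of counts, covers counting error only, because reads without molecular identifiers are not independent molecules. Of 58735 genes in the table, 35381 had at least 1 count, and 18656 passed edgeR's filterByExpr with its default minimum count of 10 and minimum total of 15. Of these, 13610 were protein-coding.

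Counts were tested in R 4.3.3 with edgeR 4.0.16: TMM normalisation, 1 quasi-likelihood fit over all 18 libraries with 6 group means and no covariate, and a quasi-likelihood F test per contrast with Benjamini-Hochberg adjustment over the genes tested. The threshold was an adjusted p-value under 0.05. TMM factors ranged from 0.980 to 1.03 and the common dispersion was 0.00424. Every adjusted p-value for a gene is from this edgeR quasi-likelihood test unless another test is named. Each standard error (SE) of a log2 fold change is its absolute value divided by the square root of the F statistic. It is therefore approximate and not an estimate given by the fit. There were 7 pairwise contrasts and 2 interactions, each the effect of a protein under H2O2 minus its effect without H2O2. Log2 CPM for plots, principal components and gene lists used a prior count of 2.

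Gene lists were written before the data were examined, as were the tests, the contrasts and the rule for naming genes. The antioxidant and inflammation panels are the genes the study measured by qPCR. The study stress genes and study Nrf2 genes are those drawn in the study's heatmaps of these same libraries. The paper states that the Nrf2 genes were picked by differential expression, and gives no basis for the choice of stress genes. Neither list is therefore treated as independent evidence. The others are Nrf2 core targets, ATF4 targets, NF-kB targets, p53 targets, cholesterol synthesis, interferon response, heat shock, unfolded protein response, metallothioneins, sphingolipid enzymes, hypoxia, S phase and mitosis, immediate early genes and mitochondrially encoded genes. These 18 lists were tested in 7 contrasts with limma 3.58.1's camera on log2 CPM with a preset inter-gene correlation of 0.01, adjusted over all 126 tests. The rotation test fry and camera with an estimated correlation were run beside it. A list of TGF-beta targets was written after the top genes of 1 contrast had been seen, without those genes.

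The named genes are every gene of both qPCR panels, NFE2L2 and 4 sphingomyelinase genes, and in each pairwise contrast the 3 rising and 3 falling protein-coding genes with the largest fold change among those past the threshold, with a mean of at least 5 CPM and no overlap between the 3 libraries of one group and the 3 of the other. A gene that met this rule is not reported here. Any other gene was named after its values were seen: PMEPA1, ID1, TXNRD1, SLC7A11, the remaining mitochondrial genes and their nuclear copies.

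Contrasts against the same libraries share their chance deviations. Correlations and shares of opposite signs between such contrasts are therefore given beside 40 simulations in which the treated groups were drawn unchanged from the fitted means, dispersions and library sizes. For every contrast, all 10 splits of the 6 libraries compared, or 100 drawn splits for the interactions, were refitted with the other libraries kept in their groups.

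The pipeline was tested on simulated data made from the real means and library sizes. Of 200 changed genes, 50 each at 1.25, 1.5, 2 and 4 fold, the test called 48%, 72%, 84% and 100%, with 11 false calls among 163. An unchanged contrast gave 1 call among 18656 genes. A list of 25 changed genes reached an adjusted p-value of 1.89e-116 with camera and 0 random lists were called. Genes were drawn independently in this simulation, so it could not test false calls for lists whose genes vary together.

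The alternatives were DESeq2 1.42.0 size factors or total counts in place of TMM, every gene with at least 1 count, genes with at least 10 counts in every library, DESeq2's Wald test, only the groups compared in the fit, a replicate block, an added fold-change threshold (log2 of 1), protein-coding genes only, limma on log2(FPKM + 0.1) and log2(FPKM + 1) for the qPCR panels, and leaving out each library in turn. Removal of each library's trend on gene length and GC content, and thinning of all libraries to the smallest total, were added after the data were seen. GC content came from the longest GENCODE transcript of each gene and was known for 18532 of the genes tested (99.3%). Chi-square comparisons of replicate counts gave at least 2.25 per gene, so no 2 libraries of a group were counted as 1. No file or sample provided was left out, and other measurements of the study were not analysed here.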

Results

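To follow the transcriptional response of a renal tubular cell to peroxide and to CD5L, RNA was sequenced from HK-2 cells in 6 groups of 3 libraries each: control, rCD5L, 2CS, H2O2, H2O2+rCD5L and H2O2+2CS. HK-2 is an established human proximal tubular epithelial line. 2CS is the rCD5L protein with its solitary cysteine exchanged for serine. H2O2 was given at 50 µM and either protein at 50 µg/mL. Total counts were 26717309, 27068638 and 28435989 in control replicates 1, 2 and 3. In the same order they were 34272543, 29269060 and 26552898 with rCD5L, 23373255, 26881146 and 28410288 with 2CS, 28967092, 27914080 and 22872402 with H2O2, 34212841, 29913123 and 32575622 with H2O2+rCD5L, and 26444584, 29547286 and 25495425 with H2O2+2CS. With these counts 18656 genes were abundant enough to test. The 10 most abundant genes took 4.88% to 7.04% of the counts of a library. The share of counts from all genes of the mitochondrial genome, not only its 13 mRNAs, was lowest in H2O2+2CS replicate 3 at 2.54% (95% Wilson interval 2.54% to 2.55%). It was highest in H2O2 replicate 2 at 6.03% (6.02% to 6.04%). Endogenous CD5L mRNA was at 0 to 3 counts in each library, at or under the floor of 3 counts.

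In principal component analysis of log2 CPM, component 1 held 41.7% of the variance and component 2 held 20.1%. The 3 groups without H2O2 lay together on component 1, at -32.9 ± 0.552 for control, -31.8 ± 0.532 for rCD5L and -32.8 ± 1.99 for 2CS (mean ± SD, n = 3). H2O2 moved cells to 47.6 ± 4.79 on component 1 and 43.6 ± 2.12 on component 2. H2O2+rCD5L libraries were at -1.04 ± 4.50 and -30.0 ± 5.03, whereas H2O2+2CS libraries were at 50.9 ± 5.82 and -30.4 ± 7.75.

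**Figure D1:**
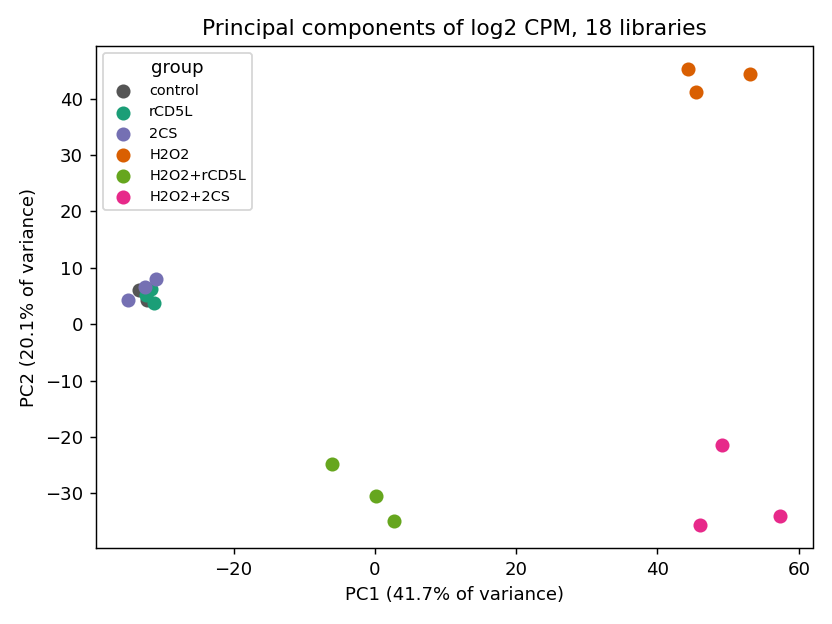
Each point is 1 of the 18 libraries, placed by its scores on principal components 1 (x axis, 41.7% of variance) and 2 (y axis, 20.1%) and coloured by group. The 9 libraries without H2O2 form a single cluster, while the 3 groups with H2O2 are separate from it and from one another.

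The first comparison asked what peroxide alone does to HK-2 cells. Between H2O2 and control, 11234 of the 18656 genes passed an adjusted p-value of 0.05 in edgeR's quasi-likelihood test, 5824 higher and 5410 lower. Of these, 2295 changed by at least 1 on the log2 scale, which was the alternative that moved this count most. The 3 libraries of one group did not overlap the 3 of the other for 65.4% of genes, where chance gives 10%.

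Among genes with a mean of at least 5 CPM and no overlap between groups, the protein-coding genes with the largest rise (coordinates on GRCh38) were HSPA6 (ENSG00000173110, chromosome 1, 161524540 to 161526910), ARC (ENSG00000198576, chromosome 8, 142611044 to 142614472) and FOS (ENSG00000170345, chromosome 14, 75278774 to 75282230). HSPA6 rose from 0.779 ± 0.184 to 68.0 ± 8.69 CPM (SD, n = 3), with a log2 fold change of 6.44 ± 0.49 (SE). ARC rose from 0.282 ± 0.0906 to 10.0 ± 1.52 CPM (5.14 ± 0.36) and FOS from 2.26 ± 0.364 to 19.5 ± 5.13 CPM (3.11 ± 0.20). Their adjusted p-values were 7.29e-11, 1.79e-11 and 4.60e-12 in the edgeR test. MT-CO1 (ENSG00000198804, mitochondrial genome, 5904 to 7445) fell by 2.18 ± 0.18, from 9572 ± 104 to 2109 ± 591 CPM. MT-ND6 (ENSG00000198695, mitochondrial genome, 14149 to 14673) fell by 2.09 ± 0.15 and B3GALT5 (ENSG00000183778, chromosome 21, 39556442 to 39673137) fell by 1.95 ± 0.08. The counts of HSPA6, MT-CO1 and MT-ND6 are uncertain, as reads of similar or antisense sequences could not be kept apart without knowing how strand and multi-mapping reads were handled. All 6 genes had no overlap between the 3 H2O2 and the 3 control libraries.

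The antioxidant panel holds 11 genes of radical scavenging and glutathione metabolism, of which 10 were tested because GSTA1 had 0 counts in all 18 libraries. Under H2O2 alone 8 of the 10 passed the threshold over all genes tested and also when adjusted over the list alone. The 5 that rose were GSTP1 (ENSG00000084207, chromosome 11, 67583595 to 67586656) by 0.74, TXN (ENSG00000136810, chromosome 9, 110243811 to 110256640) by 0.70, PRDX6 (ENSG00000117592, chromosome 1, 173477266 to 173488807) by 0.60, PRDX2 (ENSG00000167815, chromosome 19, 12796820 to 12801859) by 0.47 and PRDX1 (ENSG00000117450, chromosome 1, 45511036 to 45523047) by 0.46 on the log2 scale, with edgeR adjusted p-values of 1.16e-10, 2.37e-10, 2.11e-09, 1.84e-05 and 3.22e-09. Those that fell were SRXN1 (ENSG00000271303, chromosome 20, 646615 to 653370) at -0.72, GCLM (ENSG00000023909, chromosome 1, 93885205 to 93909456) at -0.49 and GCLC (ENSG00000001084, chromosome 6, 53497341 to 53616970) at -0.25. Each of these 8 genes had no overlap between the groups. NQO1 (ENSG00000181019, chromosome 16, 69706996 to 69726951) at -0.0037 and HMOX1 (ENSG00000100292, chromosome 22, 35380361 to 35394214) at 0.11 did not pass, with adjusted p-values of 0.959 and 0.541. The median of the panel was 0.29, and 0.22 without H2O2 replicate 2, the fit that moved it most. For GCLC the direction depended on processing: its log2 fold change was 0.15 once each library's trend on gene length and GC content was removed. PRDX2 did not pass after that removal (0.16).

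Of the inflammation panel, 4 of 5 genes were tested, since CCL2 had only 1 to 7 counts per library. Under H2O2 TNF (ENSG00000232810, chromosome 6, 31575567 to 31578336) rose by 1.66 ± 0.50, IL6 (ENSG00000136244, chromosome 7, 22725884 to 22732002) by 0.71 ± 0.13 and CXCL8 (ENSG00000169429, chromosome 4, 73740506 to 73743716) by 0.15 ± 0.05, while the tubular injury marker HAVCR1 (ENSG00000113249, chromosome 5, 157029413 to 157059119) fell by 0.82 ± 0.08. TNF was at 4 counts in each control library and 10 to 15 in the H2O2 libraries. The panel median was 0.43, which was 0.66 with every gene of at least 1 count tested and 0.16 with only genes of at least 10 counts in every library. The count was 4 of 4 adjusted over the list alone as well. The CXCL8 change did not pass without control replicate 3 (0.13), H2O2 replicate 2 (0.09) or H2O2 replicate 3 (0.10), with every gene of at least 1 count tested (0.11) or with limma on log2(FPKM + 0.1) (0.12). NFE2L2 (ENSG00000116044, chromosome 2, 177227595 to 177392697), which encodes Nrf2, fell by 0.19 ± 0.06 from 189 ± 6.90 to 165 ± 11.1 CPM, but stood at 0.12 after removal of the length and GC trend. Among the sphingomyelinase genes SMPD2 (ENSG00000135587, chromosome 6, 109440763 to 109443919) rose by 0.71 ± 0.10 and SMPD3 (ENSG00000103056, chromosome 16, 68358325 to 68448688), at only 16 to 54 counts per library, by 1.05 ± 0.26. SMPD1 (ENSG00000166311, chromosome 11, 6390431 to 6394998) at -0.11 and SMPD4 (ENSG00000136699, chromosome 2, 130151392 to 130182750) at -0.0042 did not pass.

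The second set of comparisons asked whether either protein acts on cells without H2O2. Between rCD5L and control 250 genes passed, 188 higher and 62 lower, and 16.8% of genes did not overlap between the groups against 10% by chance. A fit of only the 6 libraries compared gave 629 genes, and without rCD5L replicate 3 or control replicate 1 the count was 146 or 155. TNS1 (ENSG00000079308, chromosome 2, 217799588 to 218033982) rose from 8.65 ± 1.11 to 24.96 ± 3.73 CPM, a log2 fold change of 1.53 ± 0.13 with an adjusted p-value of 2.50e-07. NKAIN4 (ENSG00000101198, chromosome 20, 63240784 to 63272694) rose by 1.32 ± 0.12. ITGB8 (ENSG00000105855, chromosome 7, 20330702 to 20415754) fell by 0.78 ± 0.13, ID2 (ENSG00000115738, chromosome 2, 8678845 to 8684453) by 0.69 ± 0.12 and ID3 (ENSG00000117318, chromosome 1, 23557918 to 23559794) by 0.57 ± 0.11. For each of these genes the 3 rCD5L libraries lay on one side of the 3 controls. ID3 did not pass without rCD5L replicate 3 (-0.48).

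Between 2CS and control 0 genes passed, with 384 genes at an unadjusted p-value under 0.05 and 8.70% of genes without overlap. The most that any alternative gave was 13 genes, when every gene with at least 1 count was tested. Directly compared, rCD5L and 2CS differed in 162 genes, 118 higher and 44 lower with rCD5L. This count was 368 with only the groups compared and 96, 100 and 105 without rCD5L replicate 3, rCD5L replicate 2 or 2CS replicate 2. Of the 162 genes, 144 had also passed between rCD5L and control, a comparison that uses the same rCD5L libraries. TNS1 (1.28) and NKAIN4 (1.01) rose, and ITGB8 (-0.77), ID2 (-0.62) and BDNF (-0.50) had the largest fall. BDNF (ENSG00000176697) lies on chromosome 11, 27654893 to 27722058. ID2 did not pass in this comparison without rCD5L replicate 1 (-0.58) or rCD5L replicate 3 (-0.52).

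Neither protein moved an antioxidant panel gene past the threshold in the absence of H2O2. With rCD5L 0 of 10 genes passed (changes from -0.11 to 0.09), and with 2CS 0 of 10 (-0.26 to 0.08). In either comparison 0 genes had an unadjusted p-value under 0.05. In the inflammation panel rCD5L lowered CXCL8 by a log2 fold change of -0.24 ± 0.05, with an adjusted p-value of 0.00849, and 2 genes adjusted over the list alone. CXCL8 did not pass without control replicate 2 (-0.22) or rCD5L replicate 2 (-0.21). CXCL8 was also lower with rCD5L than with 2CS (-0.32, adjusted p-value 6.62e-04), with the 3 libraries of the groups apart.

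**Figure D2:**
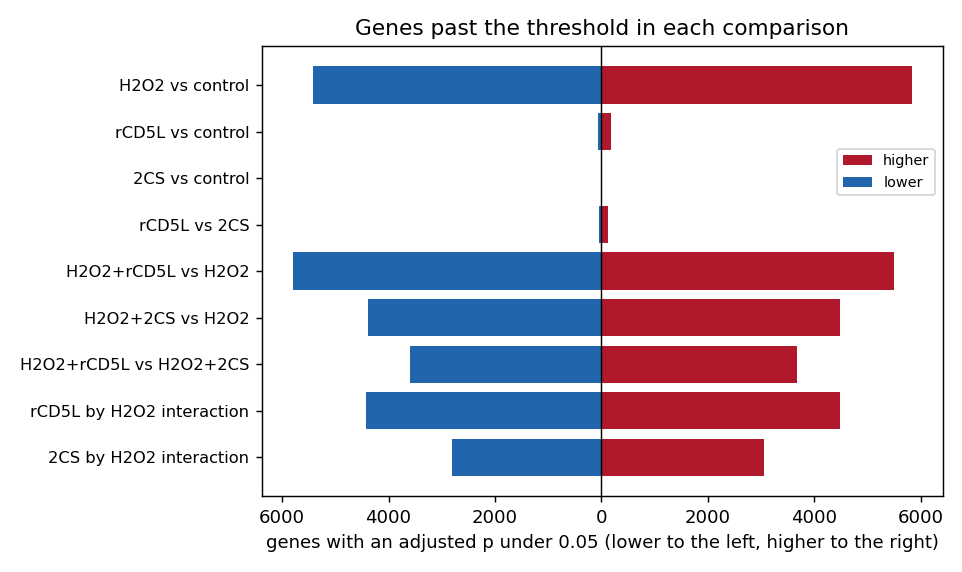
Bars give the number of genes (x axis) with an adjusted p-value under 0.05 in each comparison (y axis), with genes higher in the group named first to the right and lower ones to the left. Pairwise comparisons within H2O2-treated cells gave 7261 to 11286 genes in all, and those without H2O2 at most 250.

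Comparisons within H2O2-treated cells asked whether the proteins change the peroxide response and whether the cysteine is needed. Adding rCD5L changed 11286 genes, 5492 higher and 5794 lower, and 65.1% of genes did not overlap between groups. Adding 2CS changed 8874 genes, 4489 higher and 4385 lower, with 48.1% without overlap. The groups with the proteins differed from each other in 7261 genes, 3670 higher and 3591 lower with rCD5L, with 44.6% without overlap. At a log2 change of at least 1 these counts were 2196, 1247 and 744. Of these, 907 of the 2196 and 823 of the 1247 were higher with the protein added, and 84 of the 744 were higher with rCD5L than with 2CS. With both proteins 7416 genes passed, where both comparisons use the same H2O2 libraries. Across genes, the effects of the proteins under H2O2 correlated with r = 0.705, against 0.488 to 0.552 (mean 0.520) in 40 simulations of unchanged groups sharing the same H2O2 libraries. Without H2O2 the correlation was 0.526, inside the simulated range of 0.464 to 0.528. Genes are not independent replicates, and the simulations drew them independently with 1 dispersion for all groups, so their levels and ranges may be too low.

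With rCD5L, MT-CO1 rose by 1.98 ± 0.18 to 8325 ± 447 CPM, SHISAL1 (ENSG00000138944, chromosome 22, 44243667 to 44312851) by 1.79 ± 0.09 and CMTM1 (ENSG00000089505, chromosome 16, 66566393 to 66579137) by 1.79 ± 0.12. CXCL2 (ENSG00000081041, chromosome 4, 74097035 to 74099293) fell by 2.83 ± 0.14, from 108 ± 13.9 to 15.2 ± 1.07 CPM, RCN3 (ENSG00000142552, chromosome 19, 49527618 to 49546962) fell by 2.69 ± 0.14 and FOS fell by 2.49 ± 0.18. With 2CS, HSPA6 rose further, by 2.52 ± 0.28 to 392 ± 251 CPM, with 165, 349 and 662 CPM in the 3 libraries. Without H2O2+2CS replicate 3 this change was 1.94. COL11A2 (ENSG00000204248, chromosome 6, 33162681 to 33192499) rose by 2.05 ± 0.16 and NUTM2D (ENSG00000214562, chromosome 10, 87357668 to 87370695), which has close paralogs, by 1.94 ± 0.18. CXCL2 fell by 1.60 ± 0.13, RCN3 by 1.48 ± 0.13 and ANKRD18A (ENSG00000180071, chromosome 9, 38571358 to 38620660), also a member of a paralogous family, by 1.46 ± 0.16. Between the proteins, ITGA2 (ENSG00000164171, chromosome 5, 52989326 to 53094779) was higher with rCD5L by 1.31 ± 0.11, MT-ND6 by 1.27 ± 0.15 and AHNAK2 (ENSG00000185567, chromosome 14, 104937244 to 104978357) by 1.10 ± 0.07. ARC (-3.15 ± 0.23), FOS (-3.01 ± 0.18) and HSPA6 (-2.82 ± 0.28) were lower with rCD5L. All of these had edgeR adjusted p-values of 6.70e-07 or less, and the 3 libraries of one group did not overlap the 3 of the other.

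To see how far the peroxide response was undone, the 11234 genes that H2O2 changed were followed. With rCD5L, 10474 of them (93.2%, 95% Wilson interval 92.8% to 93.7%) moved opposite to the H2O2 effect, against 53.9% to 55.8% in the simulations. With 2CS the number was 9433 (84.0%, 83.3% to 84.6%), against 53.3% to 55.6%. Of them 8800 passed the threshold in the opposite direction with rCD5L and 6355 with 2CS, while 238 and 575 passed in the same direction. The correlation across genes of the H2O2 effect with the protein effect was -0.708 for rCD5L and -0.274 for 2CS, against simulated means of -0.158 and -0.155. The limit of the simulations given above applies here too.

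In the antioxidant panel under H2O2, rCD5L changed 9 of 10 genes and 2CS 8 of 10, with the same counts adjusted over the list alone. HMOX1 rose from 26.4 ± 0.842 CPM to 86.1 ± 9.67 CPM with rCD5L (log2 fold change 1.70 ± 0.14, adjusted p-value 4.34e-10) and to 74.5 ± 24.8 CPM with 2CS (1.49 ± 0.14, 2.04e-08). SRXN1 rose by 1.38 ± 0.17 with rCD5L and 1.47 ± 0.18 with 2CS. Between the proteins neither HMOX1 (0.21, adjusted p-value 0.224) nor SRXN1 (-0.09, 0.705) passed. GCLM rose by 1.21 ± 0.08 with rCD5L and 0.67 ± 0.08 with 2CS, and GCLC by 0.74 ± 0.06 and 0.43 ± 0.07. The difference between the proteins was 0.54 ± 0.08 for GCLM (adjusted p-value 7.69e-06) and 0.31 ± 0.06 for GCLC (4.62e-04), the latter falling to 0.11 and no longer passing after removal of the length and GC trend. In contrast, GSTP1 (-0.60), PRDX6 (-0.56), TXN (-0.55), PRDX2 (-0.40) and PRDX1 (-0.29) fell with rCD5L. With 2CS, TXN (-0.39), GSTP1 (-0.20), PRDX1 (-0.19) and PRDX6 (-0.15) fell. Of these, GSTP1 with 2CS did not pass without H2O2+2CS replicate 1 (-0.15) or with only the groups compared in the fit (-0.19), nor PRDX1 with 2CS in the latter fit (-0.19). PRDX6 with 2CS did not pass without H2O2+2CS replicate 1 (-0.12), H2O2+2CS replicate 3 (-0.09), H2O2 replicate 1 (-0.14) or H2O2 replicate 2 (-0.09). It also did not pass with DESeq2 size factors (-0.12), DESeq2's Wald test (-0.12), every gene of at least 1 count (-0.13), only the groups compared (-0.14), removal of the length and GC trend (-0.07), or limma on log2(FPKM + 0.1) (-0.12) or log2(FPKM + 1) (-0.12). NQO1 passed with neither protein (0.10 and 0.11), though with both after removal of the length and GC trend (0.14 and 0.15). PRDX2 with rCD5L did not pass after that removal (-0.17). Between the proteins PRDX6 (-0.40), GSTP1 (-0.40), PRDX2 (-0.29) and TXN (-0.16) were lower with rCD5L, so that 6 of 10 genes differed, and 7 adjusted over the list alone. TXN did not differ past the threshold without H2O2+rCD5L replicate 1 (-0.13), H2O2+rCD5L replicate 3 (-0.16) or H2O2+2CS replicate 2 (-0.09), nor with every gene of at least 1 count (-0.12), only the groups compared (-0.16) or limma on log2(FPKM + 0.1) (-0.15). PRDX2 did not differ past it after removal of the trend (-0.07). The GSTP1 difference passed in every setting, but ranged from -0.44 to -0.12. After removal of the trend GSTP1 changed by -0.32 with rCD5L and by -0.20 with 2CS. NFE2L2 was not changed past the threshold by rCD5L (0.09, adjusted p-value 0.190) or 2CS (-0.09, 0.192) in H2O2-treated cells. Between the proteins it was higher with rCD5L by 0.18, but after removal of the length and GC trend this was -0.0012, and with only the groups compared in the fit it did not pass (0.18).

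**Figure D3:**
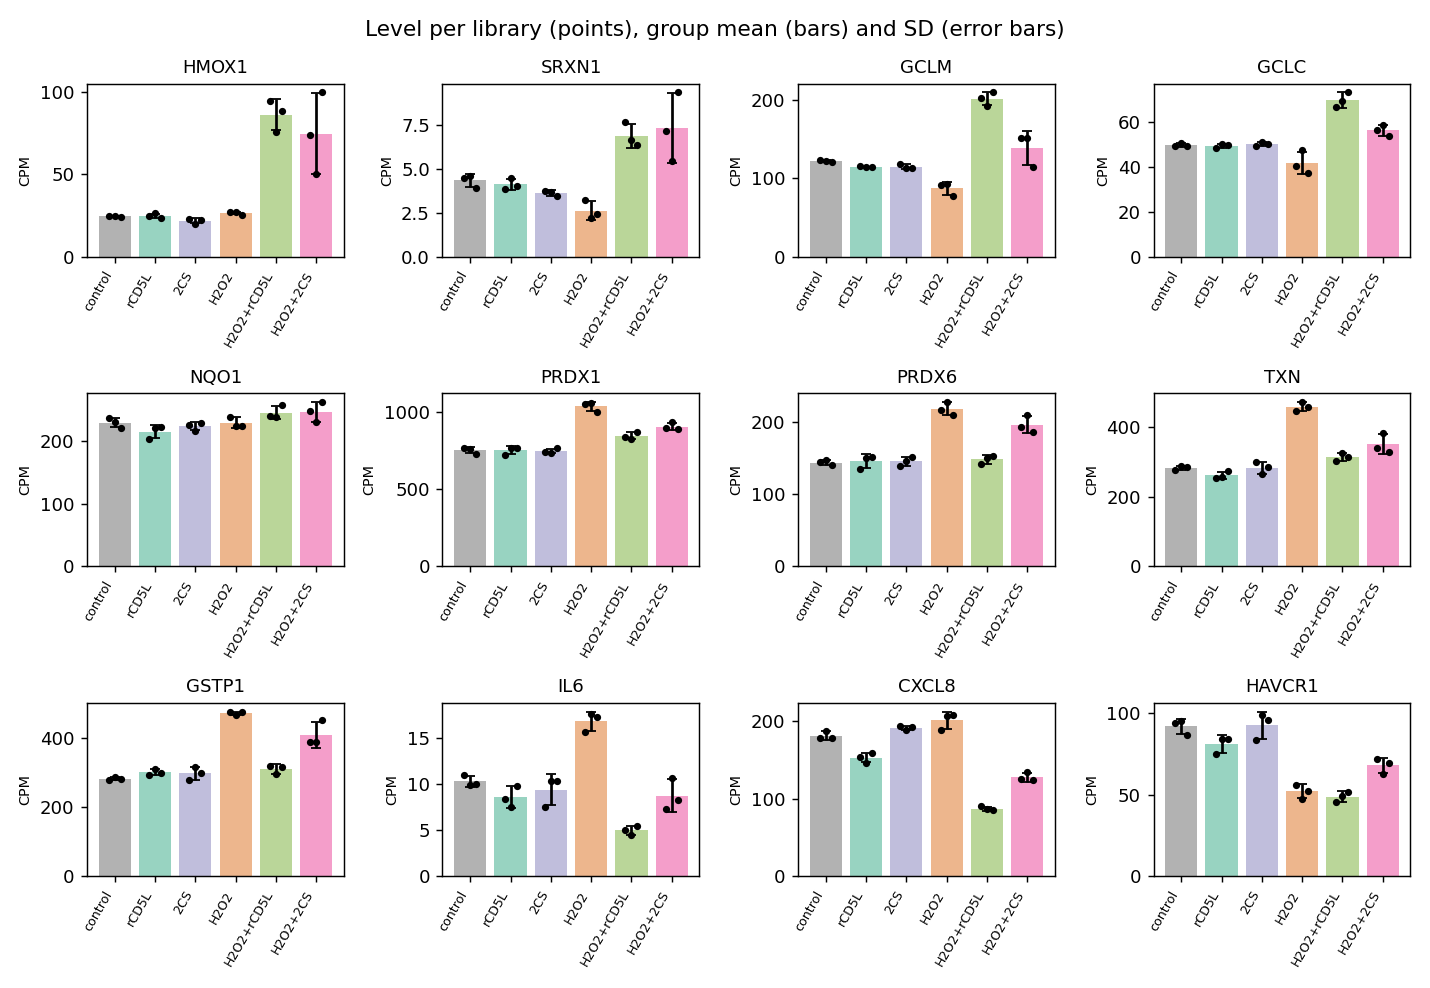
CPM (y axis) of 12 antioxidant and inflammation panel genes in the 6 groups (x axis), with points for the 3 libraries of a group, bars for the mean and error bars for the SD. HMOX1 lies at 24.5 CPM in control, 26.4 CPM with H2O2, 86.1 CPM with H2O2+rCD5L and 74.5 CPM with H2O2+2CS.

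In the inflammation panel, rCD5L lowered IL6 by a log2 fold change of -1.75 ± 0.14 and CXCL8 by -1.21 ± 0.05 in H2O2-treated cells (adjusted p-values 1.49e-10 and 8.79e-15). TNF had 1 to 3 counts in the H2O2+rCD5L libraries, at or under the floor, against 10 to 15 in the H2O2 libraries and 6 to 22 in the H2O2+2CS libraries. Its calls against both groups passed, but with so few counts no fold is given. With 2CS, IL6 changed by -0.94 ± 0.13 and CXCL8 by -0.66 ± 0.05, and TNF did not pass (0.20, adjusted p-value 0.706). HAVCR1 was not lowered past the threshold by rCD5L (-0.09, 0.306) and rose by 0.38 ± 0.08 with 2CS. In all, 3 of 4 genes passed with either protein and 4 of 4 were lower with rCD5L than with 2CS, also adjusted over the list alone. The panel median was -1.48 with rCD5L and -0.23 with 2CS, and unchanged with TNF set to the floor with rCD5L. The latter was -0.40 without H2O2+2CS replicate 2. Of the sphingomyelinase genes, SMPD2 was lowered by rCD5L (-0.80 ± 0.09) and by 2CS (-0.29 ± 0.09), and SMPD3 by 2CS (-0.86 ± 0.26). SMPD1 was raised by 2CS by 0.25 with an adjusted p-value of 0.0491, which did not hold without H2O2+2CS replicate 3 (0.14), H2O2+2CS replicate 1 (0.25), H2O2 replicate 2 (0.21) or H2O2 replicate 3 (0.27), nor with total counts (0.26), only the groups compared (0.26) or all libraries thinned to the smallest total (0.25). SMPD2 with 2CS did not pass without H2O2 replicate 2 (-0.17) or H2O2+2CS replicate 1 (-0.22) or with only the groups compared (-0.28), and SMPD3 with 2CS not without H2O2+2CS replicate 3 (-0.62). SMPD2 was lower with rCD5L than with 2CS (-0.51). SMPD4 was lower as well (-0.14, adjusted p-value 0.0491), but not past the threshold with total counts (-0.14), every gene of at least 1 count (-0.10), removal of the length and GC trend (-0.08) or only the groups compared (-0.14). It did not pass either without H2O2+rCD5L replicate 2 (-0.12), H2O2+rCD5L replicate 3 (-0.12), H2O2+2CS replicate 1 (-0.14) or H2O2+2CS replicate 3 (-0.07).

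The genes drawn in the study's own heatmaps were shown on these libraries, and the Nrf2 genes were chosen on them. Their counts, adjusted over the list alone or not, are therefore not treated as independent evidence. Of 44 study stress genes tested, 40 rose under H2O2, 43 fell when rCD5L was added and 37 were lower with rCD5L than with 2CS. With 2CS 24 fell and 2 rose. Their medians were 0.59, -0.61, -0.42 and -0.24. Of 11 study Nrf2 genes, 8 fell under H2O2 (median -0.34), 10 rose with rCD5L (0.74), 8 rose with 2CS (0.43) and 4 were higher with rCD5L than with 2CS (0.21). Adjusted over the list alone, the stress counts were 41, 43, 39 and 26 and the Nrf2 counts 8, 10, 8 and 5.

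Camera was applied to 18 gene lists in 7 comparisons, and 24 of 126 tests passed after Benjamini-Hochberg adjustment. The 24 include calls for the study stress and study Nrf2 genes, which are not independent evidence and shared in the adjustment. Of the 24, 22 also passed with fry and 0 with an estimated correlation. For all 24, the list median of each of the 3 libraries of the first group lay on the side of the call. Under H2O2 the study stress genes (adjusted p-value 2.59e-08) and metallothioneins (median 1.15, 0.0381) rose and the study Nrf2 genes fell (0.0381). With rCD5L in H2O2-treated cells, the study stress genes (8.06e-12), NF-kB targets (median -0.39, 0.0121) and inflammation panel (0.0457) fell, while the study Nrf2 genes (4.62e-04) and Nrf2 core targets (median 0.21, 0.0292) rose. With 2CS, the study stress genes fell (9.11e-05), and the study Nrf2 genes (6.37e-04), Nrf2 core targets (0.20, 0.00251), heat shock genes (0.35, 2.49e-05), unfolded protein response genes (0.27, 2.07e-04) and immediate early genes (0.40, 0.0235) rose. Between the proteins 7 lists were lower with rCD5L: study stress genes (1.50e-12), immediate early genes (median -0.52, 2.59e-08), heat shock (-0.24, 1.07e-04), NF-kB targets (-0.27, 0.00195), the inflammation panel (0.00302), cholesterol synthesis (-0.20, 0.00314) and S phase and mitosis (-0.17, 0.0122). Without H2O2, the inflammation panel was lower with rCD5L than with 2CS (-0.17, 0.00520), and immediate early genes were lower with rCD5L than with 2CS (-0.16, 4.21e-05) and than in control (-0.09, 0.0381). These calls for immediate early genes did not hold under fry. The antioxidant panel, ATF4 targets, p53 targets, interferon response, sphingolipid enzymes, hypoxia and mitochondrially encoded genes passed in 0 of 49 camera tests. Of these 49, 5 had an unadjusted p-value under 0.05. Under fry, sphingolipid enzymes fell with H2O2 (adjusted p-value 4.41e-07) and rose with rCD5L (1.32e-07) or 2CS (8.09e-06) added. The antioxidant panel rose under fry with H2O2 (5.87e-06) and with 2CS added (0.0168). Hypoxia and ATF4 targets also passed in some fry comparisons. The p53, interferon and mitochondrially encoded lists did not pass under fry either.

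The effects of the proteins with and without H2O2 were then compared directly. For rCD5L, the effect under H2O2 differed from that without H2O2 in 8901 genes, 4476 more positive and 4425 more negative. For 2CS it differed in 5862 genes, 3045 and 2817. HMOX1 had interactions of 1.68 ± 0.21 with rCD5L and 1.67 ± 0.21 with 2CS (SE), and CXCL8 of -0.96 ± 0.07 and -0.73 ± 0.07, with edgeR adjusted p-values of 4.92e-07, 3.65e-06, 2.67e-10 and 1.16e-07.

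Mitochondrial mRNAs moved apart under H2O2, and except for MT-CO1 and MT-ND6 they were singled out after their values were seen. Of the 13, 4 rose past the threshold, MT-ND2 (1.35), MT-ND3 (1.07), MT-CO2 (0.86) and MT-ATP6 (0.81), and 4 fell, MT-CO1 (-2.18), MT-ND6 (-2.09), MT-ND5 (-1.14) and MT-ND4L (-1.07). With rCD5L added, the first set changed by -1.42, -1.34, -0.88 and -1.09 and the second by 1.98, 1.44, 0.82 and 0.94. With 2CS added, the first set changed by -1.17, -1.25, -1.08 and -0.95. In the second set MT-CO1 (0.96) and MT-ND5 (0.42) rose with 2CS, while MT-ND6 (0.17) and MT-ND4L (0.22) did not pass.

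**Figure D4:**
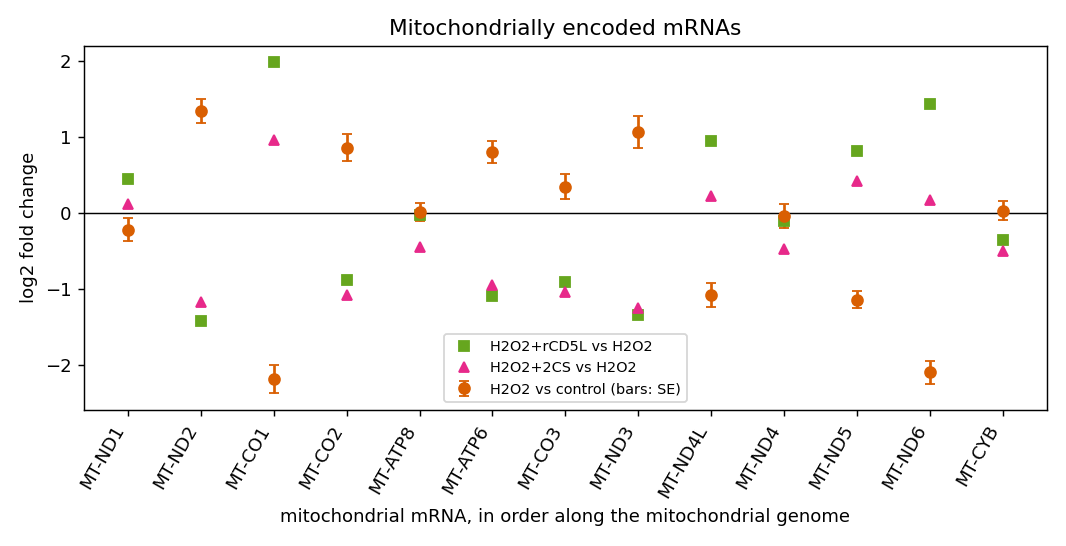
Log2 fold change (y axis) of the 13 mitochondrial mRNAs in genome order (x axis) for H2O2 against control (circles, with error bars for the standard error), H2O2+rCD5L against H2O2 (squares) and H2O2+2CS against H2O2 (triangles). MT-CO1 and MT-ND6 changed by -2.18 and -2.09 with H2O2 and by 1.98 and 1.44 when rCD5L was added.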

Values the study reported

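The study reported exposing HK-2 cells to H2O2 at 50 µM, and to rCD5L or 2CS at 50 µg/mL. For its measurement of reactive oxygen species, H2O2 was given for 2 h and the protein for a further 3 h in fresh medium.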

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

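The effect of each protein under H2O2 differed from its effect without H2O2, tested as an interaction. The tests for library depth and for the length and GC trend used settings added after the data were seen, while every prediction for this part was written before its result. For rCD5L 8901 genes differed, among them 10 of 10 antioxidant panel genes and 3 of 4 inflammation panel genes (TNF, IL6 and CXCL8, of which TNF lay at or under the floor with H2O2+rCD5L). For 2CS 5862 genes differed, with 7 of 10 antioxidant panel genes and 3 of 4 inflammation panel genes (IL6, CXCL8 and HAVCR1).

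Several technical explanations were weighed. Over the 100 splits drawn for each interaction, 2 gave as many genes for rCD5L and 4 gave as many for 2CS, the real split included. The others that did so left the H2O2-treated libraries in their own groups and regrouped only libraries without H2O2. The 10 other splits of that kind gave 8620 to 8910 genes for rCD5L and 5531 to 6021 for 2CS, whereas the 89 remaining splits gave at most 2. The counts therefore depend little on how the libraries without H2O2 were grouped. Each of the 89 remaining splits mixed H2O2 libraries with libraries given H2O2 and protein. As these differ widely, few calls were to be expected there, so the 89 splits do not exclude chance. After removal of the length and GC trend 7208 genes of the rCD5L interaction and 5333 of the 2CS interaction passed again in the same direction. With all libraries thinned to the smallest total these numbers were 8365 and 5428, and under the other scalings at least 8635 and 5547. Each of these argues against the trend, depth or scaling as the whole cause. A dependence of the protein effects on peroxide may be biological, which remains a hypothesis found and tested on the same libraries.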

How the results depend on the processing

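Removal of the length and GC trend and thinning to the smallest total were chosen after seeing the data. Of 633 recomputed values of 48 counts, medians, correlations and shares, 87 moved, and some of the 48 moved under no setting. Where no reason is given, the cause was not tested.

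A log2 change of at least 1, stricter by construction, left 2295 genes for H2O2 against control, 14 for rCD5L against control, 8 for rCD5L against 2CS, 2196 for H2O2+rCD5L against H2O2, 1247 for H2O2+2CS against H2O2, 744 for H2O2+rCD5L against H2O2+2CS, and 1872 and 867 for the rCD5L and 2CS interactions. It moved the share of higher genes from 51.8% to 65.7% for H2O2 against control, from 48.7% to 41.3% for H2O2+rCD5L against H2O2, from 50.6% to 66% for H2O2+2CS against H2O2, from 50.5% to 11.3% for H2O2+rCD5L against H2O2+2CS, from 75.2% to 100% for rCD5L against control and from 72.8% to 100% for rCD5L against 2CS. For the interactions it moved from 50.3% to 43.5% with rCD5L and from 51.9% to 59.1% with 2CS. Fitting only the groups compared gave 629 genes for rCD5L against control, 3 for 2CS against control and 368 for rCD5L against 2CS. Testing every gene with at least 1 count gave 13 genes for 2CS against control and 269 for rCD5L against 2CS. DESeq2's Wald test and removal of the length and GC trend each gave 1 gene for 2CS against control. No other setting apart from leaving out a library moved a count of genes by over 1.5 times.

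With every gene of at least 1 count tested, the antioxidant panel median was 0.24 for H2O2 against control and -0.040 for H2O2+rCD5L against H2O2. The inflammation panel median was then 0.66 for H2O2 against control, -1.15 for H2O2+rCD5L against H2O2 and -0.54 for H2O2+rCD5L against H2O2+2CS, where CCL2 joins the panel. With genes of at least 10 counts in every library, where TNF leaves the panel, these were 0.16, -1.21 and -0.57, and -0.64 for H2O2+2CS against H2O2. On log2(FPKM + 1) the antioxidant median was 0.23 for H2O2 against control, and the inflammation medians were 0.17, -0.72 and -0.50. On log2(FPKM + 0.1) the inflammation median for H2O2+rCD5L against H2O2 was -1.28. The study stress gene median for rCD5L against control was -0.032 with total counts and -0.0061 with every gene. With at least 10 counts in every library, the correlation of the protein effects under H2O2 was 0.821, and 85.5% of H2O2 effects were opposite with 2CS.

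Leaving out 1 library at a time gave 146 to 191 genes for rCD5L against control and 96 to 114 for rCD5L against 2CS, with fewer libraries by construction. The antioxidant panel median ranged from 0.22 to 0.30 for H2O2 against control, from -0.12 to -0.044 for H2O2+rCD5L against H2O2, and from -0.11 to -0.027 for H2O2+rCD5L against H2O2+2CS. The inflammation panel median ranged from -0.40 to -0.13 for H2O2+2CS against H2O2 and from -0.73 to -0.58 for H2O2+rCD5L against H2O2+2CS. The study stress gene median ranged from 0.54 to 0.60 for H2O2 against control, from -0.041 to -0.0086 for rCD5L against control, from -0.64 to -0.55 for H2O2+rCD5L against H2O2 and from -0.47 to -0.34 for H2O2+rCD5L against H2O2+2CS. The study Nrf2 gene median ranged from -0.11 to -0.033, 0.70 to 0.88, 0.38 to 0.52 and 0.14 to 0.29 for rCD5L against control, H2O2+rCD5L against H2O2, H2O2+2CS against H2O2 and H2O2+rCD5L against H2O2+2CS. The correlation of the protein effects without H2O2 ranged from 0.435 to 0.649. The share of H2O2 effects that were opposite ranged from 92.4% to 94.4% with rCD5L and from 82.2% to 85.6% with 2CS.

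Of 1667 recomputed values of named genes past the threshold, 106 no longer passed and 3 reversed in sign. Of the 106, 52 came from the added fold-change threshold, which fails smaller changes by construction. All 3 reversed with the length and GC trend removed: GCLC (0.15) and NFE2L2 (0.12) for H2O2 against control, and NFE2L2 (-0.0012) for H2O2+rCD5L against H2O2+2CS. The last, with an adjusted p-value of 0.987, was a loss of the change and not a change the other way. Among counts of panel and study list genes, 16 of 392 moved by over 1.5 times. Of 96 recomputed gene set calls 26 no longer passed, 24 with an estimated correlation and 2 with fry. With an estimated correlation 0 lists passed in any comparison, against 5 at an unadjusted p-value under 0.05 for H2O2 against control and for rCD5L against control in the test with a preset correlation, 2 for rCD5L against 2CS, 10 for H2O2+rCD5L against H2O2, 11 for H2O2+2CS against H2O2 and 11 for H2O2+rCD5L against H2O2+2CS. Under fry 8 lists passed for H2O2 against control, 1 for rCD5L against 2CS, 12 for H2O2+rCD5L against H2O2, 14 for H2O2+2CS against H2O2 and 12 for H2O2+rCD5L against H2O2+2CS. Gene set tests were not repeated with each library left out.

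Libraries with the same replicate number deviated together weakly. The deviations from the group means of 45 pairs with the same number correlated with r from -0.062 to 0.164 (median 0.0565), and 10 of these were over 0.1. For 90 pairs with different numbers r was -0.168 to 0.0987 (median -0.0287), with 0 over 0.1. A weak effect tied to the replicate number is therefore present, too weak in most pairs to treat the libraries as paired. With the replicate block, 1 list passed for 2CS against control, where 0 did without it and 2 had an unadjusted p-value under 0.05. The block moved no other count by over 1.5 times and changed no call for a named gene.

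Depth limits the genes with few counts. TNF, at 1 to 22 counts per library, was at or under the floor with H2O2+rCD5L. CCL2 at 1 to 7 counts was not tested, and GSTA1 and CD5L were at or under the floor.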

Other observations

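The tests for endotoxin, for nuclear copies of mitochondrial genes, for the mitochondrial share of counts, for carry-over by the immediate early genes and for the length and GC trend in PRDX2 were chosen only after the result was seen.

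Of the 10 splits of the 6 libraries in each pairwise comparison, 1 gave as many genes for H2O2 against control, rCD5L against control, rCD5L against 2CS, H2O2+rCD5L against H2O2, H2O2+2CS against H2O2 and H2O2+rCD5L against H2O2+2CS, the real one, which is the smallest share 10 splits can give. The highest count in any other split was 119 genes, for H2O2+2CS against H2O2. Such splits mix the groups compared, which widens the spread within groups and lowers the counts. For 2CS against control 0 genes passed and 384 had an unadjusted p-value under 0.05, so 10 of 10 splits gave as many by construction, which tests nothing. Gene lists, here adjusted within each comparison, stood apart less clearly. As many lists passed in 3 of 10 splits for H2O2 against control (3 lists, up to 4 in another split) and 4 of 10 for rCD5L against 2CS (2 lists, up to 4). For rCD5L against control and for 2CS against control 0 lists passed with this adjustment, so the splits test nothing there. For the comparisons within H2O2-treated cells 1 of 10 splits gave as many lists, by a narrow margin: 9 lists against up to 8 in another split for H2O2+rCD5L against H2O2, 10 against 9 for H2O2+2CS against H2O2, and 11 against 9 for H2O2+rCD5L against H2O2+2CS.

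Short genes rose and long genes fell under H2O2. The rank correlation of log2 fold change with gene length across 18656 genes, which are not independent replicates, was -0.376, and the median change was 0.38 in the shortest of 5 bins of genes and -0.35 in the longest. Against the control mean, each library's own correlation was -0.381 to -0.349 with H2O2, -0.131 to 0.110 in controls, -0.337 to -0.249 with H2O2+2CS and -0.166 to -0.0583 with H2O2+rCD5L. GC content was argued against as the cause, since the correlation nearest to 0 among 5 bins of GC content was still -0.226. Noncoding RNA was argued against by -0.479 among protein-coding genes. Reads of unspliced RNA were argued against by -0.476 among 239 protein-coding genes without introns (permutation p-value 1e-05, two-sided, the smallest the resamples can give). Slower transcription of long genes and a loss of long transcripts both stay open. The partial rank correlation with the span of the gene at equal exonic length was -0.247, and with exonic length at equal span -0.269, so either may contribute, as may a difference in RNA integrity between groups, which was not tested. With H2O2+rCD5L against H2O2 these were 0.134 and 0.234.

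The length trend was not the whole of the large counts. After its removal together with the GC trend, 8573 of the 11234 genes for H2O2 against control, 9400 of the 11286 for H2O2+rCD5L against H2O2 and 8042 of the 8874 for H2O2+2CS against H2O2 passed again in the same direction. The rise of PRDX1, PRDX6, TXN and GSTP1 under H2O2 had a median of 0.65 before and 0.44 after removal, with a replicate SD of 0.027. PRDX2, which also rose, went from 0.47 to 0.16 and no longer passed (adjusted p-value 0.124 in edgeR's test), so for PRDX2 the trend and a rise of its own cannot be told apart.

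A TGF-beta-like response may underlie the effect of rCD5L alone, as a hypothesis. TNS1 (1.53) rose, as did PMEPA1 (1.12), which also rose by 1.12 when rCD5L was added to H2O2 and was singled out after its values were seen. A list of 30 other TGF-beta targets, written without those genes, was tested for 28 of them. The median change was 0.25, 25 of 28 were positive, 12 passed the threshold and 18 adjusted over the list alone. Camera gave p = 4.23e-26, fry 3.08e-06 and camera with an estimated correlation 3.33e-04. For 2CS against control the median was 0.05 and 21 of 28 were positive. The p-values were 4.38e-05 from limma's camera and 0.0989 from limma's fry. Camera with an estimated correlation gave 0.0798 there. For rCD5L against 2CS the median was 0.18 and 25 of 28 were positive. In that comparison camera gave 2.70e-21, fry 4.85e-05 and camera with an estimated correlation 8.05e-04. For H2O2+rCD5L against H2O2 the median was 0.14, camera gave 0.212 and fry 0.00676. For H2O2+2CS against H2O2 the median was 0.20, 22 of 28 were positive, camera gave 0.0309 and fry 0.00552. Camera with an estimated correlation gave 0.332 here, and 0.570 for H2O2+rCD5L against H2O2. Under H2O2 the list therefore did not single out rCD5L. ID1 (-0.56), ID2 (-0.69) and ID3 (-0.57) fell. Whether the protein itself or a factor purified with it acts was not tested. The count of genes for rCD5L against control was little affected by depth, with 232 of 250 passing again after thinning. Endotoxin in the protein cannot be told apart from no endotoxin by the NF-kB list, whose median of -0.045 lies over genes that went both ways, 7 of 20 up.

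For 2CS against control 0 genes passed, with 384 at an unadjusted p-value under 0.05, and 3 passed with only the groups compared in the fit. The main fit shared its spread over groups of unequal replicate spread. Therefore 0 genes does not show that 2CS alone has no effect. H2O2+2CS against H2O2 changed 8874 genes, of which 8467 passed again after thinning to equal depth. HMOX1 and SRXN1 rose by 1.49 and 1.47. A mix of control and H2O2 states is argued against as the whole cause by genes that H2O2 alone left unmoved. Of 1575 such genes, 33.6% had an unadjusted p-value under 0.05 with H2O2+2CS and 32.1% with H2O2+rCD5L. A partial return toward control beside another effect would give the same and stays open. Carry-over of rCD5L into the 2CS libraries is argued against as the whole cause by the immediate early genes, whose median was 0.40 for H2O2+2CS against H2O2 and -0.33 for H2O2+rCD5L against H2O2. Against the mean of the H2O2 libraries the list median was 0.201 to 0.653 in the H2O2+2CS libraries, -0.412 to -0.226 in the H2O2+rCD5L libraries and -0.00584 to 0.0101 in the H2O2 libraries. For the genes that rCD5L raised alone, a contribution of carry-over cannot be told apart, because with either protein under H2O2 more of them were higher than of all genes. Of the 188 genes that rCD5L raised alone, 60.6% were higher in H2O2+2CS against H2O2, with a median of 0.08, and 73.4% in H2O2+rCD5L against H2O2, with a median of 0.36, against 49.3% and 47.9% of all genes. A response to 2CS that needs peroxide, or a lower effective peroxide dose combined with it, remains open.

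Mitochondrial mRNAs moved apart under H2O2. Nuclear copies do not account for the loss of MT-CO1 reads, since MTCO1P12 changed by -2.07 as well. A change of scale is argued against because 4 fell while 4 rose. Transcript length cannot be told apart with 13 genes (rank correlation -0.247, permutation p-value 0.414, two-sided). A change in processing or stability of these transcripts may be involved, which was not tested.

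Spread between replicates was wider in the H2O2 and H2O2+2CS groups than in the others. The chi-square per gene between replicates was 15.4 for H2O2 replicates 1 and 2 and 12.1 for replicates 2 and 3, but 2.95 for replicates 1 and 3, so H2O2 replicate 2 lay apart. It was 11.4, 14.3 and 32.5 for the pairs of H2O2+2CS libraries, against 2.25 to 5.35 for every pair of control, rCD5L, 2CS and H2O2+rCD5L libraries. No biological explanation was tested.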
